A study of Mus musculus with 28 samples.

How the data were processed

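The libraries came from the motor cortex of 7 mice, numbered 17 to 23. Each animal had received an adeno-associated virus vector for the nuclease Cas9 in the motor cortex of both hemispheres. The vectors are named for the microRNA miR-124, with the ending empty for the left and g4 for the right hemisphere, so that vector and side of the brain coincided in every animal. They are called empty and g4 here, and the labels do not say what g4 stands for or which of the miR-124 genes it was meant to reach. Per the labels' protocols, nuclei of fixed tissue were stained for an HA tag and sorted into HA-positive nuclei, listed as positive for Cas9, and HA-negative nuclei, and libraries were made from picogram amounts of RNA. Each of the 4 groups (empty HA-positive, g4 HA-positive, empty HA-negative and g4 HA-negative) had 7 libraries, 28 in all, and groups and animal numbers were taken from the sample titles. For 3 animals the number in the title was 1 lower than in the column name of the table, and the sample descriptions were used to tie each sample to its column.

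The deposited tables hold raw counts per gene, 1 column per library, per the labels, which name them so, and every value is a whole number. The aligner, the counting program, the strand setting, the genome build and any use of molecular identifiers are not given in the sources used here. No cell of the tables holds a zero, and cells without a value were read as a count of 0. Of 41550 entries, 1 named no gene and was left out, which left 41549 genes. Gene positions, biotypes and 3' untranslated regions (3' UTRs) were taken from the mouse GENCODE annotation of GRCm38 by matching Ensembl gene identifiers, of which 41474 matched. Since the strand setting is not given, reads of overlapping genes could not be assigned with certainty, and this holds for microRNA hairpins inside their host transcripts.

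Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (filterByExpr by group, TMM factors, robust fit, two-sided). A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and all adjusted p-values of single genes come from this test unless another tool is named. There were 5 comparisons: g4 against empty in HA-positive nuclei, g4 against empty in HA-negative nuclei, the difference between those effects (all 28 libraries in 1 model), and HA-positive against HA-negative nuclei with each vector. Values per gene are CPM (counts scaled to the library size) computed with TMM factors, given as mean ± SD over 7 libraries, and log2 fold changes are given ± standard error (SE).

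For each of 22 gene lists fixed before the data were examined, limma 3.58.1's camera was run with the correlation between genes estimated from the data, and adjusted over the lists with at least 3 tested members. Camera with a preset correlation and fry, which tests the members on their own without comparing them with other genes, were alternatives. The lists covered miR-124 loci and host transcripts, reported miR-124 targets, microRNA machinery, p53 and DNA damage response, interferon response and antigen presentation, immediate early genes, synapse and excitability genes, mitochondrially encoded genes, nuclear long noncoding RNAs, sex-linked genes, erythrocyte genes, reactive astrocyte genes and reactive microglia genes. The others held markers of excitatory neurons, inhibitory neurons, astrocytes, oligodendrocytes, oligodendrocyte precursors, microglia, endothelial cells, mural cells and fibroblasts, and lymphocytes. Of these, the endothelial, mural and fibroblast, lymphocyte and reactive astrocyte lists had 0 members with enough counts to be tested in any comparison, and nothing can be said of them at this depth. The erythrocyte list had at most 2 tested members in a comparison, with 0 called by edgeR, and was not tested as a list.

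Sites for miR-124 were searched in the longest annotated 3' UTR of each protein-coding gene: GTGCCTT (7mer-m8), TGCCTTA (7mer-A1) and both together, GTGCCTTA (8mer). Genes with at least 1 site of any kind were compared with genes without a site by camera as above, and the p-values were adjusted over the 5 comparisons. For 8mer genes, camera compared them with all other tested genes with a 3' UTR, those with 7mer sites included. The differences given for 8mer genes are between medians, against genes without a site. This adjustment was settled only after the raw values had been seen, so raw and adjusted values are both given. For every 7-base sequence found in 0.5 to 2 times as many 3' UTRs, a regression with the log2 3' UTR length and mean expression as covariates gave the log2 shift of genes that hold it, and the miR-124 sequences were ranked among them.

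Genes named in the text followed a rule. In each comparison it took all miR-124 loci and host transcripts, and the 6 largest rises and the 6 largest falls among called genes that moved the same way in at least 6 of 7 animals with a mean of at least 5 CPM in the higher group. Gene models without a proper name were left out. Where 0 genes passed, it took the 5 with the smallest unadjusted p. From each list it took up to 4 called members, or the 1 with the smallest p, and for the sorted fractions also the 2 most abundant markers of each cell type. Any other gene named was chosen after its values were seen, which is said where it applies. Results of some genes that the rule names are not reported here, and they stay in all counts, lists and tests.

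Libraries with the same number come from the same animal, as the titles state, so the numbers pair the samples. Deviations from the group means correlated little between such libraries: over 6901 genes, the median correlation of the 7 same-animal pairs was 0.00839 between the vectors in HA-positive nuclei and 0.0449 in HA-negative nuclei, against 0.00553 and -0.00642 for libraries of different animals. The main tests had no animal term, and tests with the animal as a block are given where they changed a call. The other alternatives were DESeq2 1.42.0 size factors, upper-quartile factors, 2 other filters on low counts, removal of mitochondrially encoded and the 10 most abundant genes, the DESeq2 Wald test, limma voom with quality weights, and leaving out each animal in turn. After the data had been seen, 2 more were added: leaving out the g4 HA-positive library of animal 19, and leaving out the HA-positive libraries with under 10000 detected genes.

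The edgeR test and camera with an estimated correlation were tested on simulated data drawn from the real means and library sizes. DESeq2, limma voom, fry and camera with a preset correlation were not. Genes were drawn independently, with the same spread in every group, so correlation between genes and a noisier group were not modelled. Of simulated 2-fold changes, the edgeR test recovered 37.3% in the HA-positive comparison of vectors, 65.7% in the HA-negative one, 8.96% in the difference of the effects, and 52.2% and 49.3% in the sorted fractions with the empty and the g4 vector. Of 4-fold changes it recovered 89.4%, 97%, 62.1%, 86.4% and 93.9%. Where all libraries of a group were at 0, a fold change is a lower bound set against 3 counts over the group. Without molecular identifiers known to have been used, such bounds cover counting error only. The 7-mer ranks and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.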

Results

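RNA of sorted nuclei from mouse motor cortex was counted in 28 libraries, 7 per group, from animals that had received the Cas9 vector called empty in the left hemisphere and the miR-124 vector called g4 in the right. Total counts ranged from 248612 to 902944 per library and detected genes from 8687 to 13668. The empty HA-positive libraries were the least complex group, with 10380 ± 1372 genes detected (SD, n = 7) against 11880 ± 1380 in g4 HA-positive libraries and 12480 ± 624 and 12480 ± 858 in the empty and g4 HA-negative ones. The median correlation of log values between replicates was 0.721 in the empty HA-positive group and 0.826 to 0.833 in the others. Ribosomal RNA took 16.5 to 39.6% of counts. The libraries of animals 17 to 20 held transcripts of the Y chromosome and those of animals 21 to 23 held Xist, the noncoding RNA that silences an X chromosome in females. The g4 HA-positive library of animal 19 held both, with 655 CPM of Xist and 48.7 of Y-linked genes, while Xist was at 0 in the other 15 libraries of animals 17 to 20.

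**Figure D1:**
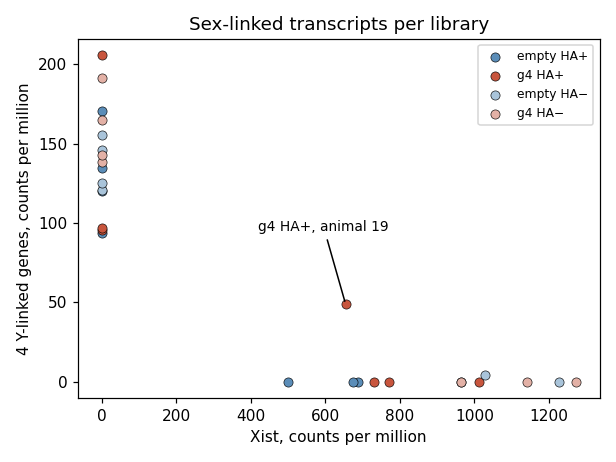
Each point is a library, with Xist on the horizontal axis and the sum of 4 Y-linked genes on the vertical axis, both in CPM. The g4 HA-positive library of animal 19 lies apart from the others at 655 and 48.7 CPM.

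The first comparison asked how nuclei positive for Cas9 differed between the g4 and the empty vector, in a study of microRNA knockdown. The miR-124 hairpin gene Mir124a-2 (chromosome 3, 17795662 to 17795770, GRCm38, inside the host transcript Mir124-2hg on the same strand) had 57 counts in the g4 HA-positive libraries. It had 0 in all 21 other libraries. By animal, from 17 to 23, the counts were 0, 1, 4, 30, 17, 2 and 3. The level was at least 14.1-fold higher than in empty HA-positive libraries and at least 19.2-fold higher than in g4 HA-negative ones, both set against 3 counts over the group, and g4 and empty HA-positive libraries differed in an exact two-sided permutation test (p 0.00466, 3432 splits). Animal 20 held 30 of these counts, and without its libraries Mir124a-2 was at least 6.33-fold and 9.47-fold higher (exact permutation p 0.0152, 924 splits). The other hairpin genes, Mir124a-1 on chromosome 14 and Mir124a-3 on chromosome 2, were at 0 in every library. The host transcript Mir124-2hg (chromosome 3, 17789921 to 17808970) had 136 ± 32.3 CPM with g4 and 86.3 ± 57.6 with the empty vector (SD, n = 7), a log2 fold change of 0.70 ± 0.48 that failed the edgeR test, and Mir124a-1hg (chromosome 14) had 103 ± 38.3 against 82.5 ± 49. Mature miR-124 is too short to be measured in such libraries, so the amount of microRNA left was not analysed here.

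Among 5011 genes tested in HA-positive nuclei, 1 rose and 2 fell with g4. Lrrc58 (chromosome 16, 37868389 to 37888858), a leucine-rich repeat gene whose 3' UTR of 7396 bases held 1 8mer, 2 7mer-m8 and 2 7mer-A1 sites for miR-124, went from 130 ± 30.3 to 315 ± 91.4 CPM (SD, n = 7; log2 fold change 1.26 ± 0.21, higher in 6 of 7 animals, adjusted p 0.00387 by edgeR). The noncoding RNA Oip5os1, also known as Cyrano (chromosome 2, 119594297 to 119607502), fell from 819 ± 232 to 440 ± 60.9 (-0.89 ± 0.15, lower in 7 of 7, adjusted p 0.00387). Vamp1, a vesicle fusion protein of presynaptic terminals (chromosome 6, 125215551 to 125245964), fell from 286 ± 90.3 to 132 ± 33.4 (-1.11 ± 0.20, lower in 7 of 7, adjusted p 0.0103), and its 3' UTR held 0 miR-124 sites.

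These calls rested on the settings. With the animal as a block only Oip5os1 passed (adjusted p 0.00332), at 0.0715 for Lrrc58 and 0.0835 for Vamp1, and with the HA-positive libraries under 10000 genes left out (empty 17, 21 and 22, and g4 18) 0 genes passed by edgeR, with 426 below an unadjusted p of 0.05. Over all libraries 335 genes lay below an unadjusted p of 0.05, against 251 by chance, and DESeq2 called 13 and limma voom 4. Lrrc58 lost its call without animal 18 (adjusted p 0.0692) and Vamp1 without animal 18, 19, 22 or 23 (0.0706 to 0.145).

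**Figure D2:**
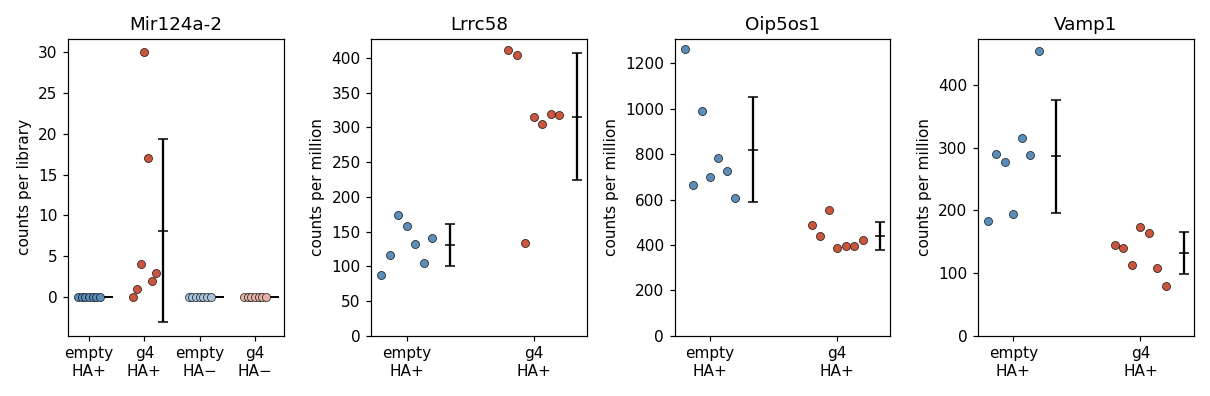
Each point is 1 library, with counts per library for Mir124a-2 and CPM for Lrrc58, Oip5os1 and Vamp1 on the vertical axes, and black bars give the mean and SD over 7 libraries. Mir124a-2 was counted in 6 of 7 g4 HA-positive libraries and in 0 of the other groups.

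Genes with miR-124 sites in their 3' UTRs stood higher with g4 in HA-positive nuclei. The 1364 genes with any site had a median log2 fold change of 0.07, against -0.04 for 3463 genes without one, a difference of 0.11 (57.4% against 44.8% of genes higher). Camera gave p 7.32e-05, adjusted to 0.000366 over the 5 comparisons, and with the animal as a block the difference was 0.10, p 0.0103, and the call was lost at an adjusted p of 0.0515. The 168 genes with an 8mer site had a median of 0.17, a difference of 0.21 from genes without a site, and 0.19 with the block. Camera of these 168 against all other genes with a 3' UTR gave p 8.23e-05 (adjusted 0.000412), and 0.0015 (adjusted 0.0075) with the block. The sequence GTGCCTT, which pairs with the seed of miR-124, carried the largest upward shift of 9882 7-base sequences compared (0.09 on the log2 scale), and TGCCTTA ranked 5 of 10003. Genes are not independent replicates, which is why the correlation between genes was estimated for these tests. The preset correlation gave larger p-values without the block, 0.00508 for any site and 0.000321 for 8mer sites.

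**Figure D3:**
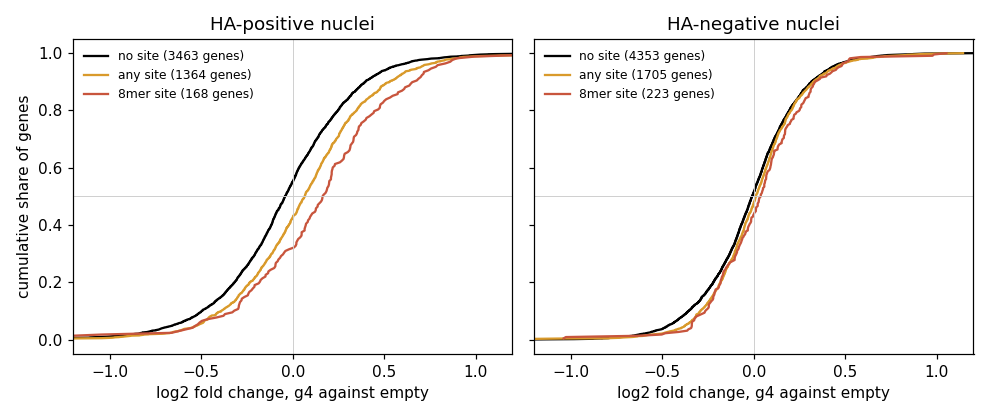
Each curve gives the cumulative share of genes (vertical axis) at or below a log2 fold change of g4 against empty (horizontal axis), for genes without a miR-124 site, with any site and with an 8mer site, in HA-positive (left) and HA-negative nuclei (right). In HA-positive nuclei the medians were -0.04, 0.07 and 0.17, and in HA-negative nuclei -0.01, 0.01 and 0.04.

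Of the fixed lists, 0 passed camera in HA-positive nuclei. Among 12 reported miR-124 targets, 10 were higher with g4, with a median of 0.27, and 0 passed over all genes and 3 when adjusted over the list alone. The list had p 0.00668 and an adjusted p of 0.0868, and passed at 0.0106 with a preset correlation and at 0.0127 by fry. Its leading member Itgb1, an integrin with 2 7mer-m8 sites, had 22.8 ± 14.6 CPM with the empty vector and 61.3 ± 15.9 with g4 (SD, n = 7; log2 fold change 1.44 ± 0.44, adjusted p 0.457). Of 16 inhibitory neuron markers, 12 were lower (median -0.34, adjusted p 0.299, and 0.00385 with a preset correlation), with 4 passing over the list alone and Gad2, which makes the transmitter GABA, at -0.66 ± 0.16 (adjusted p 0.162). Of 20 excitatory neuron markers 13 were higher (median 0.20, adjusted p 0.523).

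The remaining lists gave adjusted p-values of 0.729 to 0.903. Slc1a2, the main glutamate transporter of astrocytes, had a log2 fold change of 0.65 ± 0.18 (adjusted p 0.364), with 7 of 9 astrocyte markers higher, and the ion channel gene Kcnq3 had 0.57 ± 0.13 (0.137) in a list of 38 synapse and excitability genes with a median of -0.02. Of 10 microRNA machinery genes 6 were higher (median 0.05), and the medians were -0.10 for 6 p53 and DNA damage response genes, 0.16 for 10 immediate early genes, 0.10 for 4 oligodendrocyte precursor markers, -0.12 for 5 oligodendrocyte markers with a mean of 0.43, 0.23 for 3 reactive microglia genes, 0.15 for 15 mitochondrially encoded genes and 0.17 for 8 nuclear long noncoding RNAs. Too few members were tested for the interferon response and sex-linked lists, at 2 each, and 0 microglia markers had enough counts.

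The vectors were then compared in HA-negative nuclei of the same hemispheres. The genes with the smallest p-values were B2m, the light chain of class I antigen presentation, with 26.4 ± 7.44 CPM with the empty vector and 60.7 ± 15.0 with g4 (SD, n = 7), Cd164, a reported miR-124 target with 2 8mer sites, with 28.7 ± 9.47 and 57.4 ± 12.2, Smarca2, a chromatin remodelling gene, with 294 ± 44.1 and 209 ± 22.4, the chloride cotransporter gene Slc12a2 with 82.7 ± 27.3 and 130 ± 21.9, and Dclk3 with 37.2 ± 16.0 and 15.7 ± 7.26. Of these, 0 passed edgeR, with adjusted p 0.426 for B2m (log2 fold change 1.19 ± 0.27, higher in 7 of 7 animals) and 0.999 for the other 4. The host transcripts Mir124-2hg (42.9 ± 9.41 with g4 and 38.6 ± 22.5 with empty) and Mir124a-1hg (94.0 ± 15.7 and 86.1 ± 26.0) differed by less than the spread between replicates.

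Of 6262 genes tested in HA-negative nuclei, edgeR called 0, with 236 below an unadjusted p of 0.05 against 313 by chance, DESeq2 called 1 (B2m) and limma voom 0. Genes with any miR-124 site had a median of 0.01 against -0.01 for those without, a difference of 0.02 (p 0.0328, adjusted 0.0547), and passed at 0.03 without animal 19 (adjusted 0.0211). The preset correlation gave p 0.314 for any site over all libraries. The 8mer genes differed by 0.05 (p 0.109). By camera 0 lists passed: 12 of 14 microglia markers were higher (median 0.37, adjusted p 0.51, and 0.00167 with a preset correlation), 14 of 17 oligodendrocyte markers were higher (median 0.14) and 7 of 10 oligodendrocyte precursor markers were higher (median 0.14, Pdgfra at 0.72 ± 0.29). The 15 reported targets had a median of 0.07. Medians of the other lists lay between -0.11 for 11 astrocyte markers and 0.25 for 3 sex-linked genes, with adjusted p-values from 0.51 to 0.968.

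Whether the g4 effect itself differed between the fractions was tested in 1 model over all libraries. Oip5os1 gave the smallest p: it was lower with g4 in HA-positive nuclei (425 ± 60.7 against 782 ± 217 CPM, SD, n = 7) and nearly level in HA-negative nuclei (502 ± 89.4 against 511 ± 86.8), a difference of effects of -0.85 ± 0.20 on the log2 scale that failed the edgeR adjustment (adjusted p 0.414). Tns3 went from 0.653 ± 1.18 to 11.6 ± 7.22 in HA-positive nuclei, while HA-negative nuclei held 24.4 ± 3.24 and 26.2 ± 9.05 (adjusted p 0.588). Mir99ahg, the host of another microRNA cluster, went from 3.42 ± 4.63 to 22.3 ± 12.8 beside 30.3 ± 14.4 and 21.0 ± 10.6 (0.693). Ppp1r12a, a subunit of myosin phosphatase, and Phactr1 differed by 1.02 ± 0.28 and 0.83 ± 0.23 (both 0.797). For the host transcripts the difference was 0.57 for Mir124-2hg and 0.16 for Mir124a-1hg.

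Of 7197 genes, edgeR called 0 for the difference, with 359 below an unadjusted p of 0.05 and 360 expected by chance, and DESeq2 and limma voom called 0. Without a filter on low counts 2 genes passed upward and 1 downward. Genes with any miR-124 site differed from those without by 0.08 in the effect difference (p 0.0321, adjusted 0.0547), and the 259 genes with an 8mer site by 0.17 (p 0.00765, adjusted 0.0191, and 0.0392 with the animal as a block, where the difference was 0.15). Without the block, the preset correlation gave p 0.089 for any site and 0.00823 for 8mer sites. GTGCCTT again carried the largest shift, of 9631 sequences. By camera 0 lists passed. Medians were 0.43 for 17 reported targets, 0.36 for 26 excitatory neuron markers and -0.16 for 19 inhibitory neuron markers. These were 0.34, 0.22 and -0.06 without the g4 HA-positive library of animal 19. With a preset correlation 13 astrocyte markers (median 0.64), 17 oligodendrocyte markers (1.46) and 10 nuclear long noncoding RNAs (0.36) passed, each at an adjusted p of 0.0477, and with an estimated correlation these had adjusted p 0.617, 0.643 and 0.617. Without the g4 HA-positive library of animal 19 their medians were 0.55, 0.34 and 0.28, and 0 lists passed with the preset correlation (adjusted p 0.127, 0.421 and 0.232 for these). The 13 microglia markers had a median of 1.56, and -0.22 without that library. The other lists had adjusted p-values from 0.643 to 0.976, with the 3 interferon genes at a median of -0.22.

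The sorted fractions were compared within each vector to describe which nuclei carried Cas9. With the empty vector, HA-positive nuclei held more interneuron transcripts. Pvalb, the calcium buffer of fast-spiking interneurons, rose from 16.4 ± 13.0 CPM in HA-negative to 116 ± 46.4 in HA-positive nuclei (SD, n = 7; log2 fold change 2.82 ± 0.43), and Sst, the somatostatin gene, from 93.0 ± 20.7 to 434 ± 131 (2.22 ± 0.19). The axonal genes Ank1 (2.48 ± 0.25) and Nefh (2.41 ± 0.36), the presynaptic calcium sensor Syt2 (2.40 ± 0.31) and Minar1 (2.24 ± 0.49) were other leading rises, with adjusted p-values from 5.44e-08 to 0.00279 by edgeR. Glial genes fell: Mal, a myelin gene, from 209 ± 50.6 to 1.74 ± 3.16, Cldn11 from 87.5 ± 21.9 to 0.871 ± 1.58 and the iron carrier gene Trf from 248 ± 81.8 to 3.24 ± 6.97. The microglial receptors Cx3cr1 and P2ry12 were at 0 in all 7 empty HA-positive libraries, at least 44.1-fold and 44.6-fold lower than in HA-negative ones.

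By list, 12 of 16 inhibitory neuron markers rose and 0 fell (median 1.41, adjusted p 1.82e-06 by camera), among them Gad1 (1.83 ± 0.18) and Erbb4 (1.66 ± 0.18), and 12 passed over the list alone. Of 11 oligodendrocyte markers 9 fell (median -3.46, adjusted p 1.14e-05), among them Mbp (-1.79 ± 0.23), while the abundant Myrf had 0.83 ± 0.34 (adjusted p 0.178). All 5 tested microglia markers fell (median -3.78, also with the genes at 0 set to their bounds, adjusted p 0.000294), with Csf1r at -3.78 ± 0.45 and Ctss at -3.24 ± 0.45. Of 22 excitatory neuron markers 6 fell and 1 rose (median -0.53, adjusted p 0.00476). The deep-layer genes Foxp2 (-3.53 ± 0.65), Syt6 (-3.36 ± 0.55) and Bcl11b (-1.49 ± 0.29) and the widely expressed Arpp21 (-1.06 ± 0.21) fell, while Camk2a had -0.23 ± 0.15 (adjusted p 0.452). In a list made later, 12 of 14 genes of striatal projection neurons also fell here. Whether these excitatory markers fell for the same reason was not tested. Nrgn had -0.56 ± 0.18 (adjusted p 0.068, and 0.00974 with the animal as a block).

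The other lists did not pass with the empty vector, with adjusted p-values from 0.107 to 0.812. In the synapse and excitability list 4 of 38 rose and 0 fell (median 0.04), among them the fast potassium channel gene Kcnc1 (1.82 ± 0.17) and the sodium channel gene Scn1a (1.08 ± 0.16). Slc1a2 was the 1 astrocyte marker of 10 to fall (-0.68 ± 0.14, median -0.34), Vcan the 1 oligodendrocyte precursor marker of 6 (-2.75 ± 0.60) and Egr1 the 1 reported miR-124 target of 12 (-0.70 ± 0.14, 3 lower and 1 higher over the list alone). Apoe (-1.63 ± 0.30), Malat1 (-0.62 ± 0.15) and Ano3 (-0.77 ± 0.18) each fell alone in the reactive microglia, nuclear noncoding RNA and p53 lists, and Vgf (0.85 ± 0.20) rose alone among 11 immediate early genes. Of 11 microRNA machinery and 15 mitochondrially encoded genes 0 passed edgeR (medians -0.10 and 0.13), and Mir124-2hg had 1.08 (adjusted p 0.314). Of 5538 genes, 194 rose and 194 fell by edgeR, with DESeq2 calling 234 and 426, and without animal 19 the counts were 122 and 129.

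**Figure D4:**
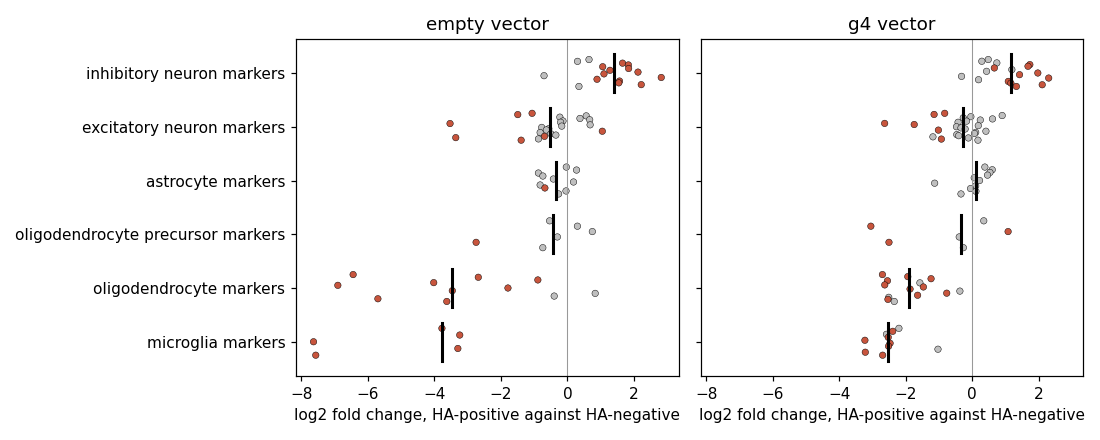
Each point is a tested marker gene, placed by its log2 fold change in HA-positive against HA-negative nuclei (horizontal axis) with the empty (left) and g4 vector (right), with genes past an adjusted p of 0.05 in red and list medians as black bars. Inhibitory neuron markers had medians of 1.41 and 1.16, and oligodendrocyte markers of -3.46 and -1.91 (-2.98 with g4 without the HA-positive library of animal 19).

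With the g4 vector the fractions parted along similar lines. Cort, a neuropeptide gene of somatostatin interneurons, rose from 3.67 ± 6.24 to 26.4 ± 6.92 CPM (SD, n = 7; log2 fold change 3.13 ± 0.60). Vat1, a vesicle membrane gene with 1 8mer and 1 7mer-m8 site, went from 12.7 ± 5.54 to 90.6 ± 46.1 (2.81 ± 0.36), and Minar1 (2.73 ± 0.47), Nek7 (2.39 ± 0.27) and the opioid receptor gene Oprd1 (2.33 ± 0.38) were among the other leading rises, with adjusted p-values from 2.06e-07 to 0.00086 by edgeR. Among the leading falls were Ppp1r1b (-2.94 ± 0.55), abundant in striatal neurons, the microglial receptors Gpr34 (-3.23 ± 0.67) and P2ry12 (-3.22 ± 0.54), the precursor gene Pdgfra (-3.05 ± 0.55) and the myelin gene Cldn11 (-2.70 ± 0.69). Without the g4 HA-positive library of animal 19 these 5 were at -4.09, -6.04, -4.88, -4.40 and -4.69. The host transcript Mir124-2hg rose from 43.2 ± 9.39 to 135 ± 32.3 (1.61 ± 0.21, adjusted p 3.11e-06).

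With g4, 10 of 17 inhibitory neuron markers rose (median 1.16, adjusted p 0.00202 by camera), among them Sst (2.10 ± 0.19), Npy (1.97 ± 0.21), Erbb4 (1.73 ± 0.15) and Gad1 (1.67 ± 0.18), and 11 passed over the list alone. Of 14 oligodendrocyte markers 10 fell (median -1.91, adjusted p 0.0291), with Ermn at -2.55 ± 0.56, Mbp at -1.47 ± 0.22, Enpp2 at -1.24 ± 0.25 and Pex5l at -0.77 ± 0.21. Of 10 microglia markers 7 fell (median -2.52, adjusted p 0.0271), among them P2ry13 (-2.70 ± 0.67) and Ctss (-2.39 ± 0.58). Of 25 excitatory neuron markers 6 fell (median -0.27, adjusted p 0.0375), with Foxp2 at -2.64 ± 0.51, Bcl11b at -1.15 ± 0.28, Ptk2b at -1.02 ± 0.16 and Arpp21 at -0.83 ± 0.13. The g4 HA-positive library of animal 19 bore on the glial values. Without it the medians were -2.98 for 15 oligodendrocyte markers (adjusted p 4.71e-05) and -4.84 for 10 microglia markers (3.19e-05), P2ry13 was at -5.50, Ctss at -3.53, Ermn at -3.71 and Mbp at -1.77, and Csf1r went from -2.21 ± 0.75 (adjusted p 0.122) to -4.70 (8.18e-12).

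Among the other lists with g4, 9 of 38 synapse and excitability genes rose and 1 fell (median 0.08, adjusted p 0.0614, and 0.049 with the animal as a block), with Scn1a at 0.97 ± 0.13 and Cacna1e at -0.82 ± 0.14. Of 6 oligodendrocyte precursor markers Vcan (-2.51 ± 0.65) and Pdgfra fell and Sox6, also an interneuron gene, rose (1.08 ± 0.34). Without the g4 HA-positive library of animal 19 the precursor list, with 7 members tested, passed (median -0.52, adjusted p 0.00763). Among 3 interferon genes 1 rose and B2m fell (-0.94 ± 0.28, adjusted p 0.0374). Ano3 fell (-0.98 ± 0.15). Of the reported miR-124 targets, microRNA machinery, immediate early, astrocyte, mitochondrial, nuclear noncoding, reactive microglia and sex-linked lists 0 members passed edgeR, and all lists not named as passing had adjusted p-values of 0.0614 to 1. Only the inhibitory list kept its call without animal 18 (the others at 0.0625 to 0.0759) or without animal 22 (0.0509 to 0.0694), and the excitatory list also lost it without animal 19 (0.0616) or 20 (0.0521).

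Of 6264 genes tested with g4, 208 rose and 193 fell by edgeR. The counts were 121 and 97 without animal 20, 133 and 91 without animal 21, and 137 and 104 without animal 22. The fractions were compared with each vector on separate libraries of the same animals, and among 5409 genes tested in both, 101 rose with both vectors where 6.78 were expected from independent lists, 94 fell with both where 6.06 were expected, and 0 went opposite ways. Across these genes the log2 fold changes correlated at r 0.645 (rank correlation 0.515), although genes are not independent replicates. Genes with any miR-124 site showed no called shift between the fractions, at -0.05 (p 0.0756, adjusted 0.0945) with the empty vector and 0.03 (p 0.212) with g4. The 8mer genes were lower in HA-positive nuclei with the empty vector, by -0.15 (p 0.0125, adjusted 0.0208), and at -0.02 (p 0.473) with g4.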

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

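The tests of the library of animal 19 as a mixture, of the counts at Mir124a-2 and of the side of the brain were chosen only after the results were seen, as were dividing the side test into 8mer and any-site genes and leaving undecided the counts over other splits against a real count of 0. The tests of the site shift without the library of animal 19 and with the sorted fractions as a covariate were chosen after the data had been seen and before their own results, and only the counts over other splits were planned.

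Genes with miR-124 sites stood 0.11 higher on the log2 scale with g4 in HA-positive nuclei, and a difference between the fractions was seen for the 8mer genes, at 0.166 in the test of the difference of the g4 effects, with HA-positive against HA-negative nuclei at -0.147 with the empty vector (p 0.0125) and -0.018 with g4 (p 0.473). Without the g4 HA-positive library of animal 19 the shift was 0.093, 85.9% of its size, with p 0.000174, which argues against that library as the source. With the mean fold change between sorted fractions as a covariate over 4671 genes, the coefficient of any-site presence went from 0.0851 to 0.0908, above all 1000 random gene sets, which ignore correlation between genes. This argues only against cell shares that follow the difference between the fractions. The covariate came partly from the same HA-positive libraries. Other shifts of cell shares within HA-positive nuclei, and the 8mer genes, were not tested this way. A side effect acting alike in both fractions is argued against for 8mer genes (p 0.00765, adjusted 0.0191) and stays open for genes with any site (p 0.0321, adjusted 0.0547), and since vector and side coincided, a side effect in HA-positive nuclei alone could not be tested. A shift of the 8mer genes between the fractions was thus called with the empty vector only, and less miR-124 with g4, which was not measured, stays a hypothesis beside any other cause that lowers these genes in empty HA-positive libraries.

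The 57 counts at Mir124a-2 in g4 HA-positive libraries stood out against 0 in the 21 others. At equal CPM the empty HA-positive libraries would have held 42.3 counts, and the exact permutation test of CPM gave p 0.00466, and 0.0312 by exact sign flips within the 7 animals, which argues against depth. At an equal ratio to the host transcript Mir124-2hg they would have held 23.6, and the ratio differed over 13 libraries with host counts (exact permutation p 0.0291, and 0.0152 to 0.0866 with each animal left out; higher with g4 in 5 of 6 animals with host counts on both sides, too few for a test within animals), which argues against more host transcript alone over all animals. Whether the 57 counts came from the edited or unedited hairpin or from vector sequence cannot be told apart, since reads were not analysed here.

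The g4 HA-positive library of animal 19 held 591 Xist counts (655 CPM, against 499 to 1011 in the 6 HA-positive libraries of animals 21 to 23) and 44 Y-linked counts (48.7 CPM, against 93.5 to 206 in the 7 other HA-positive libraries of animals 17 to 20). The 44 Y-linked counts, against at most 2 in any library of animals 21 to 23, argue against a female library under a wrong label. Its 51 microglia and oligodendrocyte list genes summed to 2700 CPM, against 338 to 808 in the other 13 HA-positive libraries and 2140 to 4280 in HA-negative ones. RNA of HA-negative nuclei of a female animal may have been mixed in, as a hypothesis from the same data, and no biological explanation was tested.

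Single libraries far from the other 6 of their group were found in 26 of 326 groups of values screened (7.98%), where chance gives 16.3, and most are given here. In the g4 HA-positive library of animal 19, P2ry13 and Gpr34 were at 17.8 CPM each (others 0 to 1.47) and Lrrc58 at 134 (others 306 to 411). In the empty HA-positive library of animal 22, Itgb1 (others 15.2 to 40.3), B2m (others 10.9 to 42.6) and Mir124-2hg (others 56.8 to 161) were at 0. In that of animal 21, Ccng1 was at 12.0 (others 33.4 to 60.4) and Tnrc6a at 18.1 (others 56.7 to 126), and in that of animal 17 Arpp21 was at 67.3 (others 147 to 260). Among g4 HA-positive libraries, 7SL and 7SK RNA together took 10.5% of counts in animal 21 (others 6.21 to 8.03), Ppp1r12a was at 322 (others 138 to 180) and Npas4 at 0 (others 5.74 to 18) in animal 22, and Myrf was at 6.14 in animal 17 (others 70.6 to 296).

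Among empty HA-negative libraries, ribosomal RNA took 37.3% in animal 20 (others 21.3 to 27.2), where Foxp2 was at 22.4 CPM (others 56 to 88). Itgb1 was at 9.83 (others 28.7 to 60) in animal 18, Nefh at 39.4 in animal 22 (others 8.41 to 14.7) and mt-Co1 at 3481 in animal 23 (others 2690 to 2980). Among g4 HA-negative libraries, Pex5l was at 61.2 (others 123 to 190), Npy at 23.8 (others 44.2 to 55.4) and P2ry13 at 3.40 (others 20.8 to 39) in animal 23, and Bcl11b at 17.3 in animal 18 (others 71.1 to 137).

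Other splits of the same libraries were counted as drawn over all libraries (100 splits) and with the libraries exchanged within animals (64 splits), the real split included. In HA-positive nuclei, 2 of 100 and 2 of 64 splits called as many genes as the real 3 (highest others 8 and 3), and 1 of 100 and 1 of 64 gave a site shift as large as the real 0.108 (highest others 0.0955 and 0.105), which excludes chance at a share of 0.05. The split with 8 genes, looked at afterwards, kept 6 of 7 libraries of a real side together and called Lrrc58 and Oip5os1 among them. In HA-negative nuclei 25 of 100 and 11 of 64 gave a site shift as large as 0.0212 (highest others 0.0365 and 0.0387), where chance was not excluded. For the difference of effects, 7 of 100 and 2 of 64 gave a site shift as large as 0.0766 (highest others 0.105 and 0.0856). The share was under 0.05 within animals and not over all libraries, so chance stays open here. Where the real count was 0, 100 of 100 and 64 of 64 splits reach it by construction, which decides nothing: this held for the genes called in HA-negative nuclei (highest others 6 and 0) and for the difference of effects (highest others 1 and 1), and for the lists in each of these 3 comparisons, with at most 1 in any other split.

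Between the fractions, 1 of 100 and 1 of 64 splits, the real one, reached 388 genes with the empty vector (highest others 0 and 9) and 401 with g4 (highest others 18 and 128), and 4 lists with each (highest others 0 and 0 with empty, 0 and 1 with g4), which excludes chance. The site shift of 0.0506 in size with the empty vector was matched by 1 of 100 and 1 of 64 splits, the real one (highest others 0.0497 and 0.0498), and that of 0.0253 with g4 by 24 of 100 and 16 of 64 (highest others 0.0446 and 0.0402), where chance was not excluded.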

How the results depend on the processing

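The 2 settings that leave out libraries, the preset correlation and each animal left out for the site test, and the 8mer sites with the block were chosen after seeing the data. No called result changed direction under any setting run. Among named genes 2555 values kept their direction and call status across settings, 73 lost a call, 28 gained one and 30 others changed direction without a call. Among lists 820 kept both, 8 lost a call, 26 gained one and 60 changed direction without a call. Size did not enter these labels. Gpr34 between the fractions with g4 kept both, at -3.23 over all libraries and -6.04 without the g4 HA-positive library of animal 19. The cause of the changes given here was not tested, except that fewer libraries or another set of genes tested enter by construction. Of simulated 2-fold changes, 8.96% were recovered for the difference of effects and 37.3% for g4 against empty in HA-positive nuclei, the lowest shares of the 5 comparisons.

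For g4 against empty in HA-positive nuclei, genes higher and lower numbered 14 and 14 without a filter (the 3 called genes among the 28), 0 and 1 with the animal as a replicate block, 5 and 8 by DESeq2 (3 of 13 shared), 2 higher by limma voom, 2 higher without the g4 library of animal 19, 0 and 0 without libraries under 10000 genes, and 0 to 2 and 1 to 3 with each animal left out. Lists passing were 2 with the preset correlation and 1 by fry. The site shift was 0.098 with the replicate block (adjusted p 0.0515; 0.000366 without it) and 0.082 to 0.129 with each animal left out. In HA-negative nuclei DESeq2 called 1 gene higher, 1 list passed with the preset correlation, and the site shift was 0.009 to 0.031 with each animal left out. For the difference of effects, 2 genes higher and 1 lower passed without a filter, 3 lists passed with the preset correlation, and the site shift was 0.166 for 8mer sites, 0.153 for these with the block, 0.075 without libraries under 10000 genes (adjusted p 0.00742) and 0.053 to 0.094 with each animal left out.

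Between fractions with the empty vector, genes lower numbered 428 without a filter, 407 with at least 1 CPM in every library of a group and 426 by DESeq2. With each animal left out they numbered 129 to 188, and genes higher 122 to 183, lowest without animal 19. Lists passing were 8 by fry and 4 to 5 with each animal left out, and the site shift was -0.147 for 8mer sites, -0.17 for these with the block, -0.057 without libraries under 10000 genes (adjusted p 0.0205) and -0.068 to -0.034 with each animal left out. With g4, genes lower numbered 296 without a filter and 295 with at least 1 CPM, and with each animal left out 91 to 209 lower and 121 to 213 higher. Without the g4 HA-positive library of animal 19 alone, 242 were higher and 265 lower. Lists passing were 7 with the preset correlation, 7 by fry and 1 to 5 with each animal left out, 1 without animal 18 and 1 without animal 22. The site shift was -0.018 for 8mer sites, 0.014 for these with the block and 0.008 to 0.055 with each animal left out. With the animal as a block, 154 genes were higher and 170 lower with the empty vector, sharing 311 of the 388 calls, and 202 and 189 with g4, sharing 353 of 401. Among the genes and lists named, the block changed the calls of Lrrc58, Vamp1, Nrgn and the synapse list with g4.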

Other observations

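Both gene lists here and their tests were chosen only after the results were seen. Genes of striatal projection neurons, in a list of 20 that shares 0 genes with the lists fixed in advance, were lower in HA-positive than in HA-negative nuclei. With the empty vector 12 of 14 tested members fell by edgeR (median -2.28), among them Rgs9 (-3.36 ± 0.63), the phosphodiesterase gene Pde10a (-2.66 ± 0.22), Penk (-2.49 ± 0.43), Scn4b (-2.22 ± 0.36) and Drd1 (-2.05 ± 0.44), while Tac1 had 0.33 ± 0.47. With g4, 11 of 15 fell (median -1.88). Since 5 members had prompted the list, the others were tested apart: 9 of 10 were lower with each vector (medians -2.16 and -1.45, 8 and 6 fell), with camera p 0.000565 and 0.0352. Nuclei of neighbouring striatum in the HA-negative fraction may be a candidate explanation, and some of these genes are also expressed in cortex. Whether the falls among excitatory neuron markers, with either vector, had the same source was not tested.

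Vamp1 fell with g4 in HA-positive nuclei and is abundant in fast-spiking parvalbumin interneurons, so a list of 15 genes of these cells was tested. All 13 tested members were higher in HA-positive nuclei with the empty vector and all 14 with g4 (12 and 10 rose by edgeR, medians 1.66 and 1.59, camera p 2.31e-05 and 4.08e-05). Pvalb, Syt2, Ank1, Nefh, Kcnc1 and Erbb4 had already been named as rises with the empty vector, so these p-values are no independent support. With g4 against empty in HA-positive nuclei, 12 of 14 were lower (camera p 0.0259). Of the 9 left without Vamp1, Syt2, Hapln4, Pvalb and Erbb4, 8 were lower (median -0.43, p 0.112). These 9 include Kcnc1 and Slc32a1, which are also in lists fixed in advance. Fewer parvalbumin interneuron transcripts with g4 could underlie the fall of Vamp1. The test was written so that a p of 0.05 or more would count against this, and it was read as leaving the question open only after the 0.112 was seen. In HA-negative nuclei 8 of 11 members were lower with g4 (p 0.0266), and of the 7 left without the same genes 6 were lower (median -0.18, p 0.0491). In the test of the difference of the g4 effects between the fractions, the members left without those genes had p 0.252. All members together, 11 of 14 lower, had p 0.0818, so a difference between the fractions was not shown.

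Vat1, with 1 8mer and 1 7mer-m8 site, was named by the rule between the fractions with g4, and its values between vectors were looked at afterwards: it had 28.5 ± 14.6 CPM with the empty vector and 91.7 ± 46.9 with g4 in HA-positive nuclei (SD, n = 7; adjusted p 0.137 by edgeR). GTGCCTT also ranked first of 9882 sequences with the GC content of the 3' UTR as a further covariate, and first of 99 sequences of the same bases. Hivep3 ranged from 39 to 9483 counts per library, Gm30132 from 31 to 2898 and Mrpl48 from 8 to 2493, and these 3 genes were picked after their values were seen.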
